A study of Gallus gallus with 4 samples. Its data were reported in "Sox8 remodels the cranial ectoderm to generate the ear" (2022).

How the data were processed

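Otic-epibranchial progenitor (OEP) ectoderm, the tissue from which the inner ear and the epibranchial placodes form, was dissected from chick embryos of 8 to 9 somites, with about 200 pieces of tissue per the study's methods. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out for acetylation of histone H3 at lysine 27 (H3K27ac), trimethylation at lysine 4 (H3K4me3) and trimethylation at lysine 27 (H3K27me3), and an input library was sequenced without immunoprecipitation. The series holds 4 libraries, 1 per group, and peak lists of the 3 immunoprecipitated libraries were analysed. The input library enters no comparison here. Groups were taken from the titles in the labels.

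Per the study's methods, the authors fragmented cross-linked chromatin by sonication, followed a ChIP protocol for small cell numbers with PCR enrichment of the libraries, and sequenced read pairs on an Illumina HiSeq. Reads were processed with the default NF-core ChIP-seq pipeline and the Burrows–Wheeler aligner against the chicken assembly GalGal6. The authors called broad peaks with MACS2 at a false discovery rate under 0.1, 1 list per library, with no pooling stated. Whether the caller used the input library as its control is not stated. The fold enrichment of each deposited peak is a linear ratio over local background, given by the authors' peak caller as the mean over the peak. The deposited lists also give −log10 of the p-value and −log10 of the q-value of each peak as means over the peak. The smallest deposited −log10 q-value over the 3 lists was 1.01, so that all peaks lay below a q-value of 0.1. The score in the deposited lists was 10 times the −log10 q-value without its decimals in 45424 of 45426 H3K27ac peaks, 27342 of 27344 H3K4me3 peaks and 23062 of 23067 H3K27me3 peaks, and was not used further. Fold enrichment, q-value and score are the authors' own values of each peak, and were used only to describe, rank or filter peaks within a list.

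The peak lists hold no read counts, so the sequencing depth of each library is unknown. Because peak calling depends on depth and on antibody, differences between marks in the number or width of peaks are descriptive. There is 1 library per mark and no replicate, so no p-value or standard deviation is given, and the spread between embryos or between immunoprecipitations is not measured. Shares of peaks are given with exact Clopper-Pearson 95% intervals, which cover counting error only and treat peaks as independent.

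Peaks on all sequences were kept, 34 assembled chromosomes and 208 unplaced sequences. Coordinates are 1-based positions on GalGal6, and each start given is 1 above the start in the deposited lists. Sequence lengths were not used here, and the span of a sequence was taken as the largest peak end on it over the 3 lists, 1062 Mb in total. Overlap was counted from 1 bp. It was set against 1000 circular shifts, in which the peaks of one list were moved along each sequence by a common random offset within the span, with peaks that passed the end placed at the start. The ratio of the observed count to the mean of the shifts and the range of the shifts describe these libraries. Deciles of a list are 10 groups of equal size by width or by fold enrichment. Broad H3K4me3 domains were the widest 5% of H3K4me3 peaks. H3K27ac peaks within 12.5 kb of each other were stitched, domains were ranked by the sum over their peaks of width times fold enrichment, and domains past the point where the scaled rank curve has a slope of 1 were called super-enhancer-like. Runs of H3K27me3 were formed from peaks within 3 kb of each other, a distance chosen after the lists had been seen. The sites named in the text are the 5 widest H3K4me3 peaks, the 5 widest H3K27me3 peaks and the 5 stitched domains of the highest rank. The longest runs of H3K27me3 and single chromosomes were chosen after their values were seen.

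Alternatives were a q-value of at most 0.01, a fold enrichment of at least 4, assembled chromosomes only, merging of peaks within 1 kb, an overlap of at least 50% of the shorter peak, the same number of peaks per mark by fold enrichment, independent random placement of each peak, the widest 1% of H3K4me3 peaks, a stitching distance of 5 kb, and ranking by covered width alone. These alternatives, the comparison of peak numbers and widths, the overlaps and their shifts, the classes of H3K27ac peaks, the definitions of broad and stitched domains and the rule for named sites were fixed before the data were examined. The comparisons by decile and by chromosome, and the tests given with the other observations apart from the planned thresholds of fold enrichment and q-value, were chosen after the lists had been seen. Offsets of 20 to 100 kb in place of shifts along the whole sequence, and stitching without H3K27ac peaks that overlap H3K4me3, were added after seeing the data.

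An annotation of the build of the peak lists was not used here, and the gene table at hand follows another build. Peak position relative to genes, promoter states, gene lists by promoter mark, motif density and the values at named genes were therefore not analysed here, and H3K27ac peaks near transcription start sites were kept in the stitching although the design had left them out. Accessibility and expression data of the study were not used here.

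Scripts were run with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, with a fixed random seed of 20. The overlap counts were tested on simulated data placed against the H3K27ac peaks on assembled chromosomes. A list of 4975 randomly placed peaks gave 0.955 times the mean of 200 shifts. In a list of 4984 peaks with 30% planted on H3K27ac peaks, 1771 peaks overlapped and 1774 were expected to overlap.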

Results

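ChIP-seq peaks of H3K27ac, a mark of active enhancers and promoters, H3K4me3, a mark of active promoters, and H3K27me3, a mark of repressed chromatin, were compared in OEPs of 8 to 9 somites. The study profiled these marks to find candidate regulatory regions of the early ear. Each mark is represented by 1 library without a replicate, and the depth of the libraries is unknown. The H3K27ac list held 45426 peaks, the H3K4me3 list 27344 peaks and the H3K27me3 list 23067 peaks. H3K27ac peaks covered 47.8 Mb, or 4.50% of the span of the sequences. H3K4me3 peaks covered 17.6 Mb (1.66%) and H3K27me3 peaks 19.4 Mb (1.82%). The median width was 756 bp for H3K27ac (quartiles 362 and 1276 bp), 443 bp for H3K4me3 (283 and 869 bp) and 498 bp for H3K27me3 (293 and 962 bp). The widest peak measured 21843 bp for H3K27ac, 11589 bp for H3K4me3 and 74129 bp for H3K27me3. Peaks wider than 10 kb numbered 47 for H3K27ac, 1 for H3K4me3 and 44 for H3K27me3.

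Most peaks were of modest enrichment. The median fold enrichment, as given by the authors' caller, was 2.66 for H3K27ac, 2.96 for H3K4me3 and 2.86 for H3K27me3. A fold enrichment of at least 4 was found in 1393 H3K27ac peaks (3.07%), 2101 H3K4me3 peaks (7.68%) and 2360 H3K27me3 peaks (10.2%). This filter changed the numbers of peaks more than any other alternative, and the order of the marks was the opposite of that in the full lists. A q-value of at most 0.01 was met by 54.0% of H3K27ac, 43.0% of H3K4me3 and 50.7% of H3K27me3 peaks.

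To ask how the marks coincide, overlaps between lists were counted and set against shifted placements. Of the H3K27ac peaks, 9565 (21.1%, interval 20.7 to 21.4) overlapped an H3K4me3 peak, 4.49 times the mean of the shifts, which ranged from 1995 to 2352 peaks. Overlap with H3K27me3 was found for 4260 H3K27ac peaks (9.38%, 9.11 to 9.65), 2.41 times the mean of shifts that ranged from 1609 to 1988. Among H3K4me3 peaks, 9685 (35.4%, 34.9 to 36.0) overlapped H3K27ac and 6013 (22.0%, 21.5 to 22.5) overlapped H3K27me3. The latter count was 5.86 times the mean of the shifts, which ranged from 921 to 1166. Among H3K27me3 peaks, 4260 (18.5%, 18.0 to 19.0) overlapped H3K27ac and 5658 (24.5%, 24.0 to 25.1) overlapped H3K4me3. In all 6 directions, 0 of 1000 shifts reached the observed count. The ratio depended on the threshold most for H3K27ac with H3K4me3, where it was 55.5 among peaks with a fold enrichment of at least 4, from 301 overlapping peaks. In base pairs, H3K27ac and H3K4me3 shared 5.19 Mb, H3K4me3 and H3K27me3 3.57 Mb, and H3K27ac and H3K27me3 1.88 Mb.

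**Figure D1:**
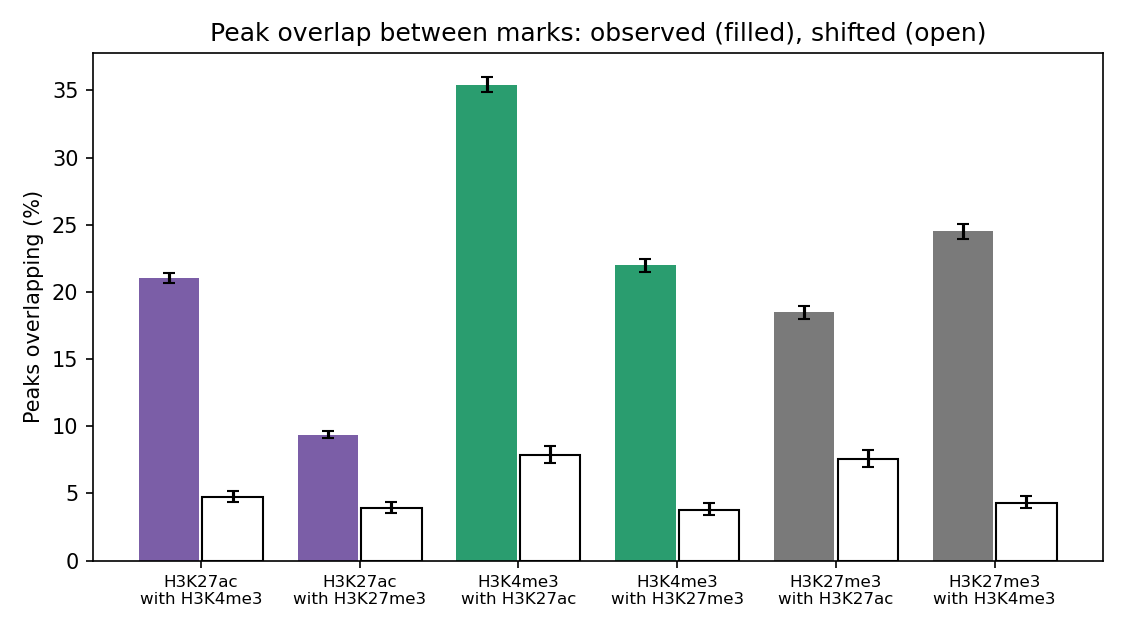
Share of peaks of each mark (y axis, percent) that overlapped a peak of another mark, observed (filled bars, with exact 95% intervals) and after 1000 circular shifts (open bars show the mean, with the range of the shifts). The observed shares range from 9.38% to 35.4%, and each lies above the range of its shifts.

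To find candidate enhancers, the study kept accessible sites that overlapped H3K27ac and removed those that overlapped H3K27me3. Here whole H3K27ac peaks were classed instead, without accessibility. Of these, 41166 (90.6%, 90.4 to 90.9) carried no H3K27me3 peak. Neither of the other marks was found at 33276 H3K27ac peaks (73.3%, 72.8 to 73.7). H3K4me3 alone was found at 7890 peaks (17.4%), H3K27me3 alone at 2585 (5.69%) and both marks at 1675 (3.69%). Peaks with H3K4me3 alone were the widest of the 4 classes, with a median of 993 bp and a median fold enrichment of 2.84, against 715 bp and 2.63 for peaks with neither mark. With a q-value of at most 0.01 in all lists, the share with neither mark was 80.4%.

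The overlap of H3K27ac peaks with H3K4me3 rose with width, from 15.3% in the narrowest decile to 34.6% in the widest. The share expected from shifts rose as well, from 2.44% to 11.7%, so that the ratio fell from 6.25 to 2.96. The overlap with H3K27me3 took another course. It was 10.4% in the narrowest decile, where shifts gave 2.28%, it stayed above all shifts through the next 8 deciles while the ratio fell to 1.45, and it was 7.33% in the widest decile, where the mean of the shifts was 8.71%. In the widest decile, peaks of 2138 to 21843 bp, 999 of 1000 shifts gave as many or more overlapping peaks than the 333 observed.

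**Figure D2:**
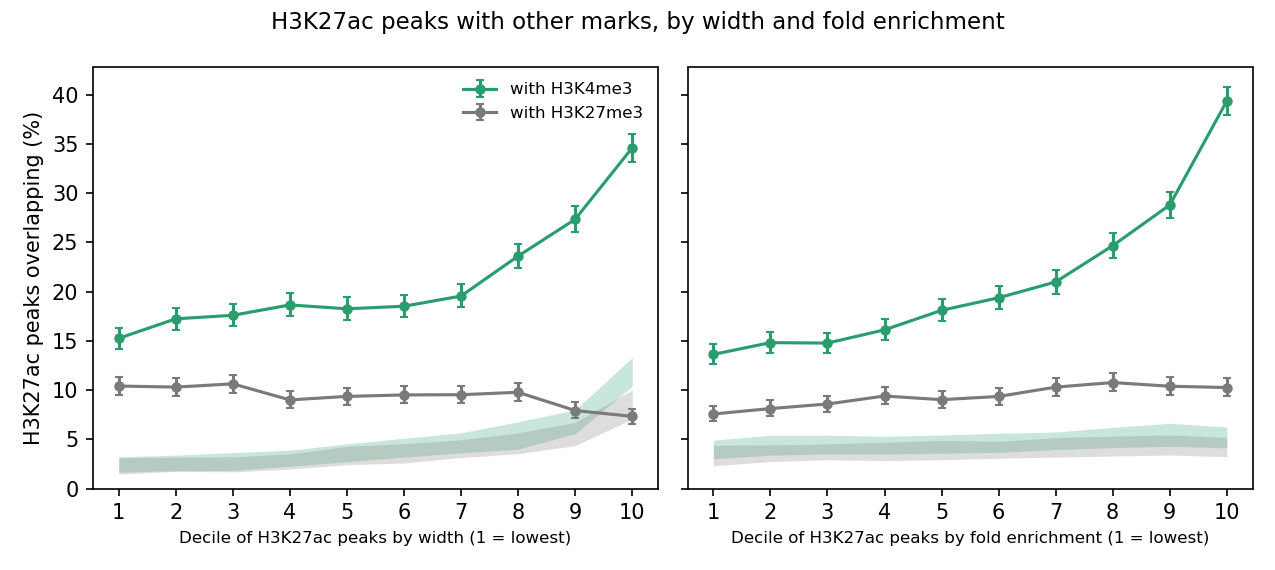
Share of H3K27ac peaks (y axis, percent) that overlapped H3K4me3 (green) or H3K27me3 (grey), by decile of width (left) and of fold enrichment (right), with exact 95% intervals and the range of 1000 shifts as bands. In the widest decile the share with H3K27me3 was 7.33%, within the range of the shifts and below their mean of 8.71%, while the share with H3K4me3 was 34.6%.

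Broad H3K4me3 was examined because the study described it at a gene of the ear lineage. The widest 5% of H3K4me3 peaks were 1368 peaks of 1570 to 11589 bp. Of these, 774 (56.6%, 53.9 to 59.2) overlapped H3K27ac, against 34.3% of the other H3K4me3 peaks, and 569 (41.6%, 39.0 to 44.3) overlapped H3K27me3, against 21.0%. Wider peaks also met more peaks in the shifts. Relative to shifts, overlap of broad peaks was 3.87 times the mean for H3K27ac and 4.50 times for H3K27me3. That of the other peaks was 4.55 and 6.07 times, so the higher shares went with lower ratios. Shifts gave 14.6% and 9.23% for broad peaks and 7.53% and 3.45% for the others. Unplaced sequences held 4.06% of the widest H3K4me3 decile and at most 2.38% of the others. Peaks on short, covered sequences overlap wherever they are moved, which may lower the H3K27me3 ratio of broad peaks. The widest H3K4me3 peak lay on chromosome 1 at 4963095 to 4974683 (11589 bp, fold enrichment 5.31) and overlapped 3 H3K27ac and 3 H3K27me3 peaks. The next were on chromosome 2 at 87106002 to 87114407 (8406 bp), chromosome 8 at 21503689 to 21510776 (7088 bp), chromosome 5 at 31437277 to 31443410 (6134 bp) and chromosome 14 at 6143707 to 6149604 (5898 bp). Each of these 4 overlapped 2 or 3 H3K27ac peaks, and only that on chromosome 2 overlapped an H3K27me3 peak.

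Stitching was used to look for dense H3K27ac, which the study related to super-enhancers. It gave 17752 domains, of which 9442 held a single peak. Past the slope of 1 lay 632 domains (3.56%), which held 9600 peaks, 32.0% of the length covered by H3K27ac and 33.1% of the sum of width times fold enrichment. Their median extent was 71.0 kb, against 1.49 kb for the remaining domains. An H3K4me3 peak lay in 94.5% of them and an H3K27me3 peak in 59.5%, against 38.9% and 21.8% of the remaining, much shorter domains. Per length, the super-enhancer-like domains were covered less by both marks, at 3.46% against 4.41% for H3K4me3 and 0.929% against 2.13% for H3K27me3. Stitched extents include the gaps between H3K27ac peaks, which domains of a single peak lack. The lower cover per length therefore cannot show whether either mark was depleted. With a stitching distance of 5 kb, 1348 domains lay past the slope of 1. The first-ranked domain was on chromosome 4 at 561855 to 1212639, where 138 H3K27ac peaks covered 34.6% of 651 kb. It was followed by chromosome 26 at 2042032 to 2256079 (41 peaks), chromosome 28 at 4517126 to 4782263 (53 peaks), chromosome 13 at 9460238 to 9824205 (59 peaks) and chromosome 24 at 364772 to 566112 (42 peaks). These ranks depended on the settings. At 5 kb the domain of rank 4 had a best rank of 137, while that of rank 2 kept its rank. Without H3K27ac peaks that overlap H3K4me3, the domain of rank 2 had a best rank of 136, while that of rank 1 kept its rank. With a q-value of at most 0.01, the domain of rank 5 had a best rank of 82, while that of rank 2 came first.

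The widest H3K27me3 peaks reached far beyond those of H3K4me3. The 5 widest were on chromosome 27 at 6213329 to 6287457 (74129 bp, fold enrichment 6.04), chromosome 27 at 6164580 to 6212255 (47676 bp, 5.48), chromosome 33 at 7562736 to 7608333 (45598 bp, 7.92), chromosome 2 at 32645949 to 32682344 (36396 bp, 7.19) and chromosome 7 at 16285761 to 16315961 (30201 bp, 7.17). All of them overlapped H3K4me3, with 19, 7, 11, 7 and 4 peaks. H3K27ac peaks were found in the pair on chromosome 27 alone, with 3 and 1 peaks. Joined across gaps of up to 3 kb, the longest run of H3K27me3 spanned 174.6 kb on chromosome 27 at 6138238 to 6312858. Its 9 H3K27me3 peaks covered 92.2% of the run, 32 H3K4me3 peaks covered 19.4% and 8 H3K27ac peaks 3.37%. The next runs were on chromosome 2 at 32571399 to 32728786 (30 H3K4me3 and 6 H3K27ac peaks), chromosome 33 at 7520759 to 7671068 (25 and 0), chromosome 7 at 16252090 to 16345111 (11 and 0) and chromosome 1 at 83895697 to 83982137 (2 and 0). In the last of these, H3K4me3 covered 0.869% of 86.4 kb, below its share of the whole span.

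**Figure D3:**
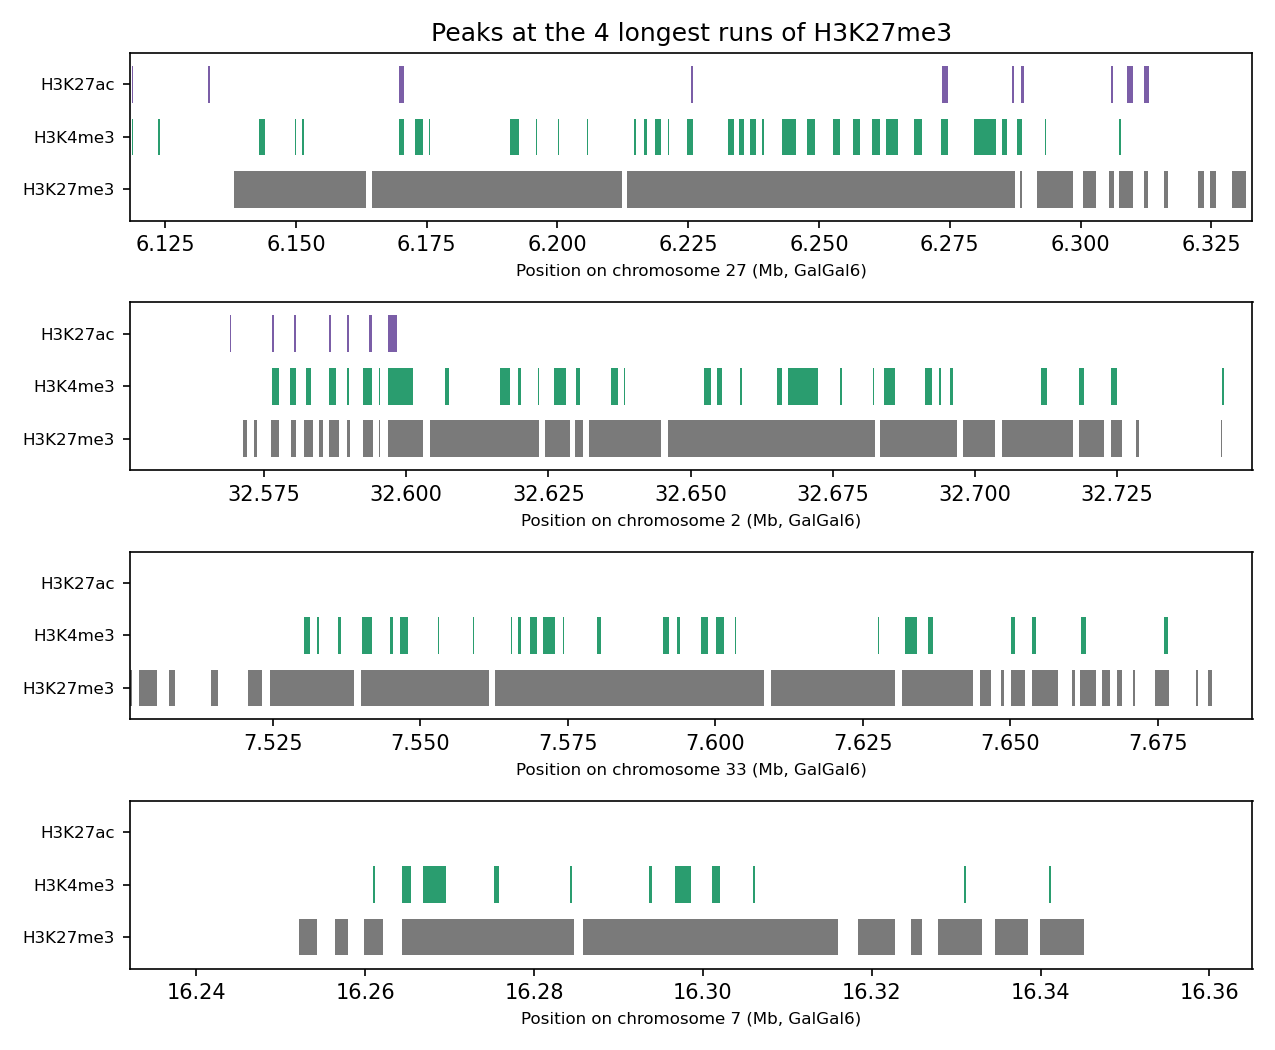
Peaks of the 3 marks (boxes, to scale) at the 4 longest runs of H3K27me3, with 20 kb on either side, against position on GalGal6 (x axis, Mb). H3K4me3 peaks lie within the H3K27me3 runs, 32, 30, 25 and 11 of them from top to bottom, while H3K27ac peaks number 8, 6, 0 and 0.

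Peak density differed between chromosomes. For H3K27ac it was 35.9 peaks per Mb over autosomes of 50 Mb or more, 53.2 over those of 20 to 50 Mb and 71.1 over those under 20 Mb. H3K4me3 showed 23.9, 26.7 and 35.4 peaks per Mb and H3K27me3 19.7, 19.5 and 26.4. On chromosome Z, H3K27ac had 23.4 and H3K4me3 17.7 peaks per Mb, below all 5 autosomes of 50 Mb or more, while H3K27me3 had 21.8. Several small chromosomes departed from the trend for H3K27ac, including chromosome 31 with 10.1 and chromosome 16 with 12.4 peaks per Mb. Chromosomes 27 and 33 had the most H3K27me3 peaks per Mb of the assembled chromosomes, 57.6 and 53.5. Unplaced sequences held 46 H3K27ac (0.101%), 534 H3K4me3 (1.95%) and 1271 H3K27me3 peaks (5.51%).

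**Figure D4:**
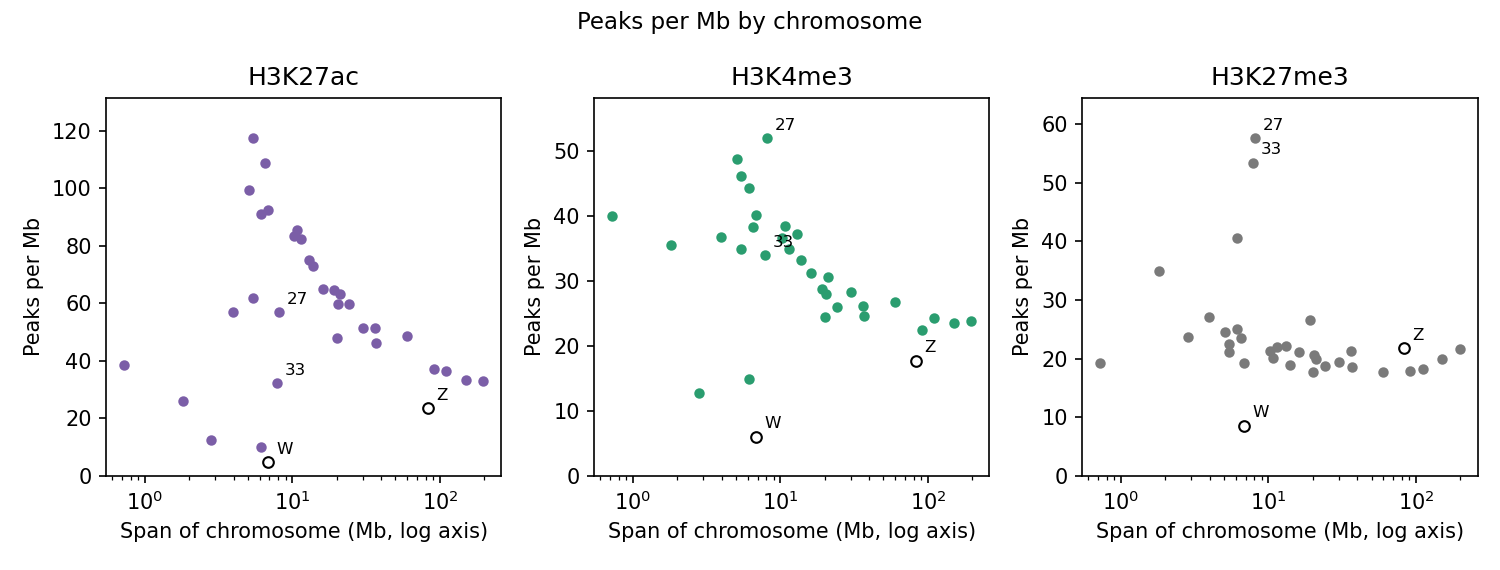
Peaks per Mb (y axis) against the span of each assembled chromosome (x axis, Mb, log scale) for each mark, with chromosomes Z and W as open circles. H3K27ac ranges from 4.70 peaks per Mb on W to 117.3 on chromosome 26, and chromosomes 27 and 33 stand highest for H3K27me3.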

Values the study reported

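The study reported 10,969 genomic regions that had both an H3K27ac peak and open chromatin and were depleted of H3K27me3. It placed just over 70% of them between genes or in introns, and called these 8,316 regions putative enhancers.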

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

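Offsets of 20 to 100 kb and stitching without H3K27ac peaks that overlap H3K4me3 were chosen only after the results were seen, and the other alternatives were planned. The excess of overlap over shifts kept its direction for all 3 pairs of marks under all 7 alternatives tried on it, with 0 of 1000 placements as high. The ratio ranged from 3.85 to 55.5 for H3K27ac with H3K4me3, from 2.31 to 4.19 for H3K27ac with H3K27me3 and from 5.11 to 19.2 for H3K4me3 with H3K27me3. These ratios were judged only by their direction and by whether any placement was as high, and their size moved by more than 1.5 times under some alternatives, as at a fold enrichment of at least 4. Only the ratios had a direction that could reverse, and 0 of them did. Of 146 values computed under alternatives, ratios included, 81 were counted as moved. The limits were the counting interval or a change of more than 1.5 times, and the ratios were not held to them. All 81 were therefore shares, counts, widths or ranks. The lists shrink under a stricter threshold by construction. Otherwise the cause was not tested.

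A q-value of at most 0.01 left 24531 H3K27ac, 11746 H3K4me3 and 11704 H3K27me3 peaks, covering 30.3, 8.04 and 12.3 Mb, with median widths of 841, 400 and 518 bp. The shares of H3K27ac peaks with H3K4me3 and with H3K27me3 were then 16.1% and 5.48%, those of H3K4me3 peaks with H3K27ac and H3K27me3 34.0% and 23.3%, and those of H3K27me3 peaks with H3K27ac and H3K4me3 11.4% and 21.6%. H3K27ac peaks fell into 80.4% with neither mark, 3.46% with H3K27me3 alone, 14.1% with H3K4me3 alone and 2.02% with both.

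A fold enrichment of at least 4 left 1393, 2101 and 2360 peaks, covering 1.49, 1.61 and 4.46 Mb, with median widths of 549, 401 and 899 bp. In the same order, the overlap shares were 21.6% and 2.66%, 14.3% and 13.4%, and 1.57% and 11.5%. The classes of H3K27ac peaks were 77.0%, 1.36%, 20.3% and 1.29%. Only 37 H3K27ac peaks overlapped H3K27me3 at this threshold, which limits that ratio.

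With an overlap of at least 50% of the shorter peak, the shares were 18.8% and 8.20%, 31.6% and 20.001%, and 16.1% and 22.2%, and the classes 76.1%, 5.15%, 15.7% and 3.05%. With 23067 peaks per mark, the shares were 24.9% and 10.1%, 25.3% and 20.1%, and 10.2% and 19.2%, and the classes 69.1%, 5.97%, 20.7% and 4.17%. On assembled chromosomes alone, H3K4me3 peaks overlapped H3K27ac in 36.0% and H3K27me3 in 20.6%, H3K27me3 peaks overlapped H3K27ac in 19.5% and H3K4me3 in 23.9%, and the median H3K27me3 width was 483 bp.

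Among the widest 1% of H3K4me3 peaks, from 2512 bp, 63.5% overlapped H3K27ac and 51.1% H3K27me3. A stitching distance of 5 kb gave 28355 domains with 1348 super-enhancer-like ones, which met 574 of the 632. Without H3K27ac peaks that overlap H3K4me3 there were 1052, which met 533 of the 632. The 5 named domains stayed past the slope of 1 in each of the 4 other stitchings, with ranks of up to 137. Merging peaks within 1 kb, ranking by covered width alone and random placement moved none of the values computed under them by more than these limits. Merging could move little, because it left all 45426 H3K27ac peaks as they were. It joined few of the others, leaving 27173 from 27344 H3K4me3 and 22849 from 23067 H3K27me3 peaks. Merging did change the order of the 5 named H3K27me3 peaks. That on chromosome 2 grew from 36.4 to 50.9 kb, past the second widest at 47.7 kb.

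The alternatives planned for peak position relative to genes, promoter states, gene lists and motif density were not run, nor was stitching without peaks near transcription start sites, since an annotation and a sequence of the same build were not used here. No paired analysis was possible because each group has 1 library. The unknown depth limits every comparison of peak numbers or widths between marks, as a deeper library can give more and wider peaks.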

Other observations

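The tests of regional crowding, of weak H3K4me3 peaks, of repeats on scaffolds, of the copy number of Z, of the length of low-fold H3K4me3 peaks, of chance as the whole source of overlap in wide H3K27me3 peaks and both tests on narrow H3K27ac peaks were chosen only after the result, or values close to it, had been seen. All patterns were found and tested on the same lists. The series has 1 tissue and stage, so no biological explanation was tested.

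H3K27ac and H3K27me3 cannot sit on the same lysine, yet their peaks overlapped 2.41 times as often as shifts. Weak peaks near the calling threshold do not account for all of this. The ratio was 4.19 among peaks with a fold enrichment of at least 4, although from 37 overlapping peaks. It was 2.31 from 1344 overlapping peaks with a q-value of at most 0.01. Ratios at different thresholds are not comparable in size, because shorter lists meet less often in shifts. The share fell from 9.38% to 5.48% at that q-value and 2.66% at that fold enrichment. The shifts gave 3.90%, 2.37% and 0.634%, so weak peaks may carry part of the excess. The ratio was also lowest for strong and for wide H3K27me3 peaks. In the H3K27me3 decile of the highest fold enrichment the ratio was 1.32, with a share of 13.6% against at most 13.0% in shifts, while the other deciles had ratios of 2.04 to 2.93. In the widest H3K27me3 decile, 16.1% overlapped H3K27ac against a mean of 15.3% in shifts, within their range. Crowding of both marks into the same broad regions is argued against by offsets of 20 to 100 kb, over which the ratio was 2.75, with 0 of 1000 offsets as high. A mixture of cells or alleles in different states in the dissected tissue was not tested and may contribute.

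Relative to shifts, that overlap fell with the width of H3K27ac peaks. In the narrowest 3 deciles (251 to 410 bp), 10.4% overlapped H3K27me3, 4.40 times the mean of the shifts. The ratio then fell from 3.27 in decile 4 to 1.45 in decile 9, with each share above its highest shift (9.78% against 5.66% in decile 8), and in the widest decile alone there was no excess, with a ratio of 0.842. Weaker calls among narrow peaks are argued against, as the ratio was 5.38 for narrow and 0.626 for wide peaks when only peaks with a q-value of at most 0.01 were kept in both lists. Shared regions of high local background remain possible and cannot be told apart from signal. H3K27me3 peaks met by narrow H3K27ac peaks had a median fold enrichment of 2.96 against 2.87 for H3K27me3 peaks without H3K27ac. This is not the lower fold that high background would give, but the sets also differed in width, with medians of 373 and 495 bp. Median width varied between deciles of H3K27me3 fold enrichment, from 376 bp in decile 7 to 911.5 bp in decile 10, so the fold cannot decide. The −log10 q-value of the H3K27me3 peaks met was higher (2.21 against 2.03). Of the narrow H3K27ac peaks with H3K27me3, 37.6% also carried H3K4me3, against 14.3% of the narrow peaks without H3K27me3. Narrow regions that carry all 3 marks may thus be background or promoters in mixed states.

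H3K4me3 peaks of the lowest fold enrichment overlapped H3K27me3 most often as a share of peaks. The share was 40.7% in the lowest decile and 19.9% over the other deciles. Relative to shifts over all sequences, the ratio was 5.65 in the lowest decile and up to 7.58 in the highest. Of 1000 such shifts, 744 raised the lowest decile over the others as much as observed. These shifts cannot decide the question, because peaks on short, largely covered unplaced sequences overlap wherever they are moved. Shifts gave 7.20% for the lowest decile over all sequences, against 3.74% on chromosomes. On assembled chromosomes the share was 34.3% (32.4 to 36.2) against 19.2% over the other deciles. The ratio to shifts there was 9.17 in the lowest decile and 5.10 to 7.81 in the others, with overlapping ranges. The share in the lowest decile was 1.79 times that in the others, and 1 of 1000 shifts was as high. Length does not account for the difference. Peaks of the other deciles matched in width overlapped H3K27me3 in 19.9% (18.3 to 21.5) on chromosomes and in 21.1% (19.6 to 22.7) over all sequences. Unplaced sequences held 10.3% of the lowest decile and 1.43% of the matched peaks, but they are not the source of the difference on chromosomes, where shifts gave 3.74% and 3.21%. Matching was the last of several measures tried on this pattern. High local background shared by these 2 libraries is also a candidate explanation. H3K27me3 peaks met by the lowest decile had a lower median fold enrichment, 2.70 against 3.11 for those met only by other H3K4me3 peaks. Their −log10 q-value was much higher, 9.81 against 2.57, as deep coverage at low enrichment would give. Of them, 23.7% lay on unplaced sequences against 4.31%. They were also wider, with medians of 1344 and 690 bp. The median −log10 q-value was 5.58 in the widest decile of H3K27me3 peaks and at most 2.21 in the others. Part of the q-value difference may therefore go with width. H3K4me3 peaks of the lowest fold with H3K27me3 may therefore be a poor basis for calling promoters that carry both marks.

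Most H3K4me3 peaks, 64.6%, carried no H3K27ac peak. H3K27ac peaks lying just beside H3K4me3 peaks do not account for this, since 4.39% of the H3K4me3 peaks without overlap had an H3K27ac peak within 1 kb, against 8.75% in shifts (8.21% to 9.89%). Weak H3K4me3 peaks do not account for all of it either. In the highest decile by fold enrichment 56.8% carried H3K27ac, more than the 26.1% of the lowest decile, but the remainder of that decile carried none. Lower sensitivity of the H3K27ac library remains open, as its depth is unknown.

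The widest decile of H3K27me3 peaks carried H3K4me3 most often, in 57.8% of peaks. The ratio to shifts in that decile was 4.57, lower than the 7.33 of the highest other decile, consistent with longer peaks meeting more peaks by chance as a part of the high share. That part is small, as shifts gave 12.6% and at most 15.4% in that decile. Unplaced sequences held 14.8% of that decile and at most 6.85% of the others, which may raise its shifts and lower its ratio. The share exceeded the mean of the shifts by 45.1 percentage points, against 25.6 in the next widest decile, the highest of the others, so chance meetings are not the whole source. The 4 longest H3K27me3 runs each held 11 or more H3K4me3 peaks, but the next, on chromosome 1, held 2.

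On unplaced sequences, H3K27me3 covered 13.5% of the span against 1.69% on assembled chromosomes, and H3K4me3 3.55% against 1.63%. These spans end at the last peak and include only sequences with a peak, so the shares are upper values. Collapsed repeats that raise the reads of every library alike are argued against by H3K27ac, which covered 0.314% there against 4.55% on chromosomes. High local background is not seen over the H3K27me3 peaks as a set, whose median fold enrichment was 3.35 on unplaced sequences against 2.86 on chromosomes, while for H3K4me3 it was 2.49 against 2.96. Repressed repeats on these sequences may contribute and were not tested.

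On chromosome Z, H3K27ac had fewer peaks per Mb than on any autosome of 50 Mb or more. A lower number of copies of Z in a pool of both sexes cannot be the only source, because it would lower all marks, and H3K27me3 had 21.8 peaks per Mb on Z against 18.3 on chromosome 3 and 17.9 on chromosome 4. A lower copy number together with a different gene content remains possible.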
